A study of Homo sapiens with 6 samples.

How the data were processed

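RNA was measured in 6 cultures of 786-O, an established human clear cell renal carcinoma line that lacks functional VHL and so keeps hypoxia-inducible factor active. In 3 cultures the cells had been adapted to copper, and 3 control cultures were handled alike without it. Per the labels, copper sulfate was first bound to serum proteins by overnight incubation in the cold, and that serum was used in the medium. The series text gives 30 uM copper, while the labels of copper replicates 1, 2 and 3 read 30, 31 and 32 uM. All 3 were treated as 1 group, since the steps of 1 follow the sample order and the series text names a single dose. Libraries were made from total RNA with a directional NEBNext kit, per the labels' protocols.

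The authors deposited 1 table of raw gene counts for the 6 libraries, with 25992 genes. The aligner, the counting program, its use of strand, the treatment of reads that match several genes, and the genome build are not stated in the labels or the file header. Gene symbols, Entrez numbers and coordinates were those of the table. Its starts count from 0, and 1 was added for the positions given here. Of 25547 genes matched by Entrez number to RefSeq GRCh38.p14 on the same chromosome, 86.33% had an end within 1000 bases of the RefSeq end. Positions are printed as deposited, with no build named by the authors. Genes without a symbol (5 genes, 0.000814% of counts) were left out. Genes encoded by mitochondrial DNA were not analysed here. Neither the planned list of them nor their share of counts was computed. A further test on a gene list is not reported here.

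Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total 15), libraries were scaled with TMM factors, and copper was compared with control by the robust quasi-likelihood test with group as the term. P-values were adjusted by the Benjamini-Hochberg method and called under 0.05. Log2 fold changes used a prior count of 2. CPM values are counts scaled by TMM library size, given as mean ± SD of 3 libraries. Gene lists were written from general knowledge, and 17 of 18 were tested with camera of limma 3.58.1 (preset inter-gene correlation 0.01, two-sided, adjusted over the lists). The checks were fry and camera with a correlation estimated for each list. The value given for a list is the median log2 fold change of its tested members. Some lists share members: 4 NRF2 targets are also in the glutathione list, and 5 TCA cycle genes are also in the copper-dependent cell death list.

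Groups, tests, lists, most alternatives and the rule for naming genes were fixed before the data were examined. The rule named the 6 genes with the largest rise and the 6 with the largest fall among called genes with a mean of at least 5 CPM and no overlap between groups, the member of each list with the smallest p, and 14 genes of metal and stress handling whatever their values. No gene was called without the block, so the first part of the rule named 0 genes. Applying it to the fit with the replicate block, which 17 genes met, was decided after the values were seen.

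Both groups carry replicate numbers 1 to 3 in the labels, which do not say that a number marks a shared day or batch. The authors' own culture numbers in the labels, 6, 7 and 9 for copper and 1, 2 and 4 for control, do not match across groups. The numbers were checked by correlating, across the 12944 tested genes, each copper library's deviation from its group mean with that of the control library of the same number. Genes are not independent replicates. The correlations were 0.46, 0.40 and 0.65 for replicates 1, 2 and 3. All exceeded the minimum of 0.1 set for pairing, so the fit with replicate number as a block is given beside a result where it changes the result. Exchanged numbers passed it too, at 0.27 for copper 2 with control 1 and 0.32 for copper 1 with control 2. The minimum thus cannot tell how numbers 1 and 2 pair. Much of the correlation comes from replicate 3, which stood apart in both groups. The difference between replicates 1 and 2 correlated between groups at only 0.15, so the pairing of numbers 1 and 2 is weakly supported.

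Alternatives were RLE, upper-quartile and total-count scaling, no filter, a filter at a mean of 10 counts, DESeq2 1.42.0, limma-voom, a non-robust fit, library sizes without metallothioneins, a prior count of 0.125, list members with at least 10 CPM, and each library left out. Chosen after seeing the data were thinning to the smallest library, replicates 1 and 2 alone, a batch term parting replicate 3 from replicates 1 and 2, variants of the blocked fit, and the block with each library's trend in transcript length and GC content removed. That trend was fitted with splines of 4 degrees of freedom on GENCODE 29 transcripts, which gave values for 99.2% of the tested genes.

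The scripts were tested on simulated counts with 200 genes changed 2-fold. With replicate effects of the size estimated here, the fit without the block recovered 133 of the 200 with 0 false calls. The blocked fit recovered 191 with 42 false calls, a larger false share than its threshold of 0.05 promises, and DESeq2 with the block recovered 182 with 11 false calls. Without replicate effects both edgeR fits recovered 192, with 17 false calls without the block and 15 with it. With a GC trend added to every copper library, the blocked fit made 5133 false calls beside 193 recovered changes. Once the trend was removed, it made 5 beside 192. In the data, the shift of replicate 3 rose with GC content at Spearman 0.55 in copper and 0.20 in control. A trend of that kind was not simulated, so these counts do not carry over to it. In 20 simulated data sets with no change, camera called 0 lists, but simulated genes were independent and real genes are not. Libraries held 16301772 to 25079913 counts. Library depth was lower in every copper library than in every control library. The number of cultures, 3 in each group, limits the precision more than counting does. An exact permutation test of 3 against 3 cannot give a p below 0.1, so single genes were tested with models fitted across all genes.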

Results

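The transcriptome of 786-O renal carcinoma cells adapted to copper was compared with that of control cells to ask how long-term copper exposure alters gene expression, metabolic genes in particular. Each group had 3 cultures with 1 library each. The copper libraries held 16301772, 17821462 and 18189469 counts (17437568 ± 1000690, SD, n = 3) and the control libraries 25079913, 20718778 and 19219090 (21672594 ± 3044607, SD, n = 3). Between 18478 and 19324 genes had a count in each library, and 12944 passed the filter and were tested. In chi-square comparisons of libraries within a group the lowest statistic was 5.04 per degree of freedom, above the value of 1 that sampling noise gives. Each library was counted as a separate replicate. The statistic cannot tell separately adapted cultures from dishes of 1 adapted culture. If they were such dishes, the SDs and p-values leave out the spread between adaptations.

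The largest source of variance was the difference of replicate 3 from replicates 1 and 2. The first principal component of log2 CPM carried 57.9% of the variance and placed replicate 3 of both groups apart, at 41.2 for copper and 17.6 for control, against -17.6 to -11.7 for replicates 1 and 2. The second component carried 18.1% and separated the groups, from 8.88 to 13.3 in copper and from -18.7 to -5.79 in control. Between replicate 3 and replicates 1 and 2, with group as a term, edgeR's quasi-likelihood test called 3836 genes, 1986 higher and 1850 lower.

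**Figure D1:**
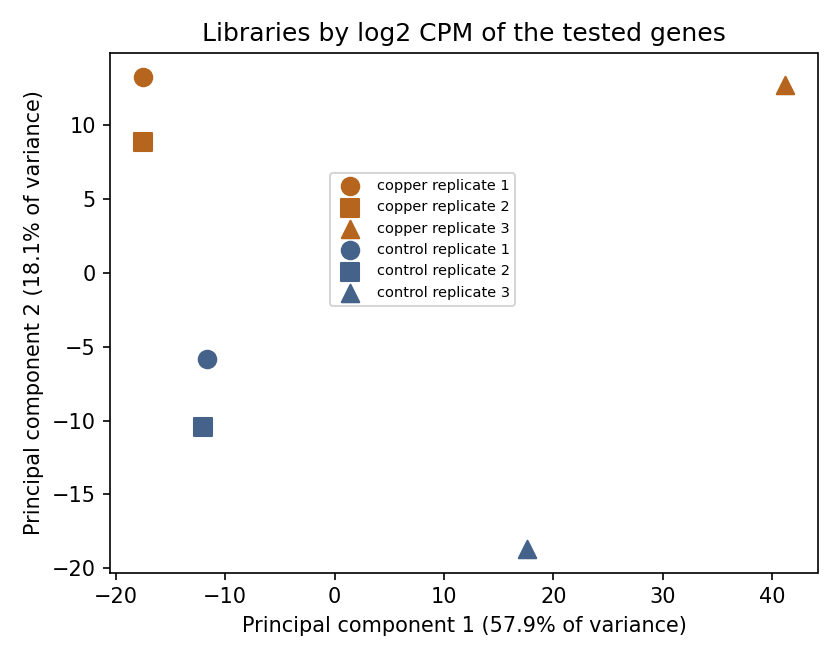
Principal components 1 and 2 of log2 CPM (unitless scores), with 1 point per library coloured by group and shaped by replicate number. Replicate 3 of both groups lies to the right on component 1 (57.9% of variance), and copper lies above control on component 2 (18.1%).

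Without the replicate block, 0 of 12944 genes differed between copper and control at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 455 genes, where chance alone gives 647, and the smallest adjusted p was 0.0843. The groups did not overlap for 1398 genes, 10.8% of those tested, against the 10% that chance gives. With the replicate block, 22 genes differed, 16 higher and 6 lower in copper, 13 of them by at least 2-fold, and 1088 genes had an unadjusted p under 0.05. All 22 moved the same way in all 3 pairs, and 21 did not overlap between groups. The biological coefficient of variation was 15.4% without the block and 9.05% with it. The alternative that moved the unblocked count most was the use of replicates 1 and 2 alone, which called 111 genes. The blocked count moved most without replicate 3, to 912 genes. That fit used the same libraries as the one that called 111, and differed only in blocking by replicate number. As the pairing of numbers 1 and 2 is weakly supported, the 912 does not show how many genes replicate 3 hides. Replicate 3, with 1 library per group, allows no test by itself.

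Metallothioneins, small cysteine-rich proteins that bind copper and zinc, were higher in copper. Their family has near-identical members, so the split of counts among them is uncertain. MT2A (Entrez 4502; chromosome 16, 56608584 to 56609497) rose from 343 ± 12.8 to 719 ± 85.9 CPM (SD, n = 3), a log2 fold change of 1.07 (SE 0.11). Its adjusted p by edgeR was 0.0843 without the block and 0.00516 with it. MT1X (Entrez 4501; chromosome 16, 56682470 to 56684196) rose from 9.82 ± 3.31 to 39.9 ± 5.87 CPM, a log2 fold change of 2.01 (SE 0.24), with an adjusted p of 0.10 without and 0.00236 with the block. MT1E (Entrez 4493; chromosome 16, 56625781 to 56627112) rose from 90.1 ± 12.2 to 211 ± 61.0 CPM, a log2 fold change of 1.23 (SE 0.22), with an adjusted p of 0.462 without and 0.00995 with the block. The sum of counts over the family was 996 ± 70.5 CPM in copper and 463 ± 16.1 CPM in control, and it was higher by 1.04, 1.13 and 1.13 on the log2 scale in replicates 1, 2 and 3.

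Among genes driven by the oxidative stress factor NRF2, AKR1C3 (Entrez 8644; chromosome 10, 5094414 to 5107686) rose from 6.74 ± 1.63 to 27.2 ± 3.30 CPM. Its log2 fold change was 2.00 (SE 0.19), with an adjusted p of 0.0843 without the block and 0.000869 with it. HMOX1 (Entrez 3162; chromosome 22, 35381096 to 35394207) rose from 30.6 ± 5.63 to 65.3 ± 10.2 CPM, a log2 fold change of 1.09 (SE 0.17), with an adjusted p of 0.241 without and 0.00764 with the block. AKR1C1, which shares long identical stretches with AKR1C3, had a log2 fold change of 1.70 (SE 0.37). Its adjusted p by edgeR was 0.804 without the block and 0.00548 with it. Of the genes that fell, 3 met the naming rule in the blocked fit. They were CHRDL1 (log2 fold change -1.09), SELENOW (-1.05) and SPN (-0.81), with blocked adjusted p-values of 0.0232, 0.0260 and 0.0260. SELENOW (Entrez 6415; chromosome 19, 47778703 to 47784682) fell from 106 ± 8.27 to 51.2 ± 9.65 CPM. DESeq2 without the block called 27 genes, among them MT2A, MT1X, MT1E, AKR1C3, HMOX1, AKR1C1, CHRDL1, SELENOW and SPN, with adjusted p-values from 8.23e-18 for AKR1C3 to 0.00195 for AKR1C1.

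Genes of copper transport and delivery showed no called change when adjusted over all genes. The log2 fold change was -0.10 for the importer SLC31A1, -0.40 and -0.26 for the exporters ATP7A and ATP7B, 0.20 for the chaperone ATOX1, 0.07 for CCS and 0.15 for COX17. The shifts of ATP7A, ATP7B and ATOX1 were largest in replicate 3. In replicates 1, 2 and 3 they were -0.08, -0.15 and -1.08 for ATP7A and -0.09, -0.13 and -0.60 for ATP7B. For ATOX1 they were -0.09, 0.12 and 0.52. The zinc exporter SLC30A1 had a log2 fold change of 0.98 (SE 0.39) with a blocked adjusted p of 0.242. It was higher by 1.14 and 1.26 in replicates 1 and 2 and by 0.11 in replicate 3. GCLM and SLC7A11 had log2 fold changes of 0.46 and 0.21. They were higher by 0.69 and 0.49 in replicate 1 and by 0.56 and 0.44 in replicate 2, but differed by 0.0023 and -0.44 in replicate 3. Without copper replicate 3, edgeR called SLC30A1 (log2 fold change 1.34, adjusted p 0.0186) and GCLM (0.67, adjusted p 0.0446). In replicates 1 and 2 alone it called SLC30A1 (0.000222), GCLM (0.00654) and SLC7A11 (0.0236). With the block and the length and GC correction it called SLC30A1 (0.96, adjusted p 0.0148). HSPA1A, which has a near-identical copy, had a log2 fold change of 0.14. Without the block, edgeR's adjusted p was 1.00 for each of these 10 genes.

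**Figure D2:**
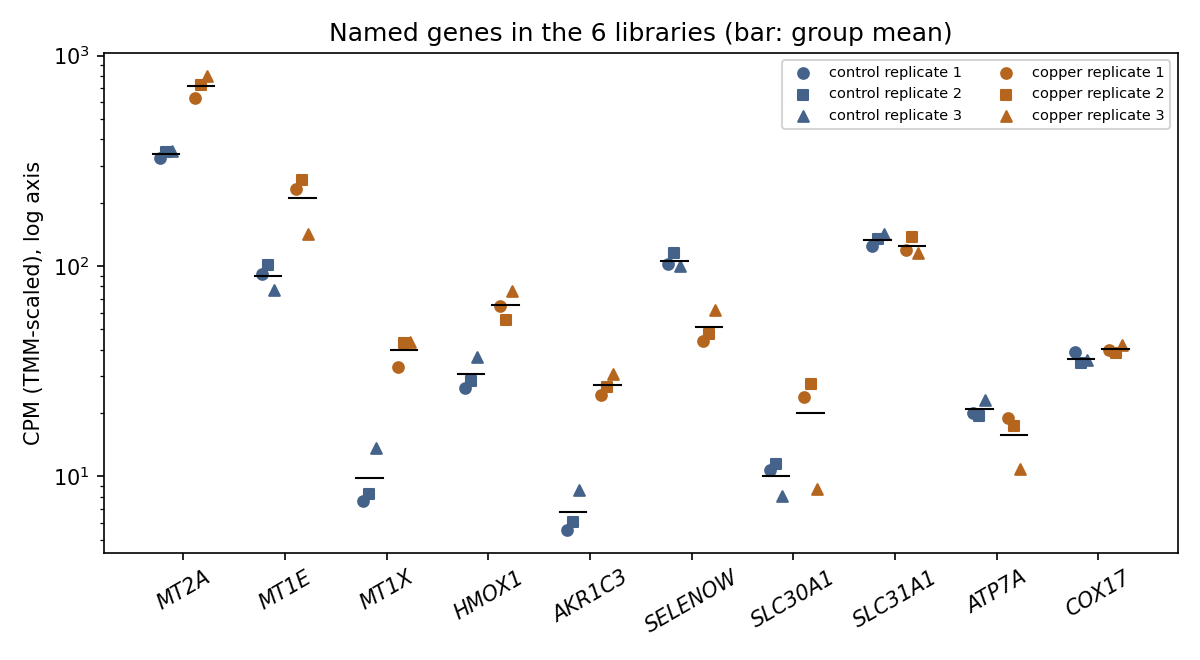
TMM-scaled CPM (log axis) of 10 named genes in the 6 libraries, with 1 point per library, shaped by replicate number, and a bar at each group mean. MT2A, MT1E, MT1X, HMOX1 and AKR1C3 lie higher and SELENOW lower in all 3 copper libraries, while SLC30A1 overlaps because of copper replicate 3.

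Of the 17 gene lists tested, camera with its preset correlation called 9, 7 higher and 2 lower in copper. Only NRF2 targets and metallothioneins were also called by fry, with adjusted p-values of 0.00955 and 0.0378. NRF2 targets alone were called with an estimated correlation, at 0.0223. With the block, fry called metallothioneins (0.00255), mesenchymal genes (0.0277) and NRF2 targets (0.0356), and the estimated correlation called 0 lists. All 29 tested NRF2 targets had a positive log2 fold change between the groups, with a median of 0.32 (adjusted p 2.25e-22 by camera). Adjusted over the list alone, 11 of the 29 were called without the block and 20 with it, against 0 and 5 over all genes tested. All 5 tested metallothioneins had a positive log2 fold change, with a median of 1.07 (adjusted p 1.52e-07), and 3 were called when adjusted over the list alone. MT1F and MT1L overlapped between groups. Before scaling, MT1F had 32 to 86 counts in copper and 32 to 63 in control. MT1L had 249 to 653 in copper and 311 to 442 in control. The median of the NRF2 list in replicates 1, 2 and 3 was 0.41, 0.36 and 0.42. Not every member rose in each replicate. In replicate 3 its members SLC7A11 (-0.44) and TXNRD1 (-0.23) were lower and GCLM (0.0023) hardly differed, though all of these were higher in replicates 1 and 2.

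Smaller shifts were called in 7 other lists, none of them by fry or the estimated correlation without the block. Glutathione metabolism was higher, with a median of 0.14 and 26 of 31 genes higher (camera adjusted p 0.000112), and 1 member, MGST1, was called when adjusted over the list alone. The interferon response had a median of 0.24 with 19 of 25 genes higher (0.000143). Proliferation genes had a median of -0.10 with 7 of 34 higher (0.000118), and mesenchymal genes one of -0.18 with 7 of 22 higher (0.00339). In these 3 lists 0 members were called when adjusted over the list alone. In the blocked fit that count was 4 for mesenchymal genes.

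The respiratory chain lists were higher by small amounts. Nuclear subunits of complexes I, II, III and V had a median of 0.12 with 58 of 65 genes higher (camera adjusted p 1.67e-06). Nuclear cytochrome c oxidase subunits had a median of 0.11 with 12 of 12 higher (0.0334), and cytosolic ribosomal proteins one of 0.08 with 63 of 76 higher (0.0475). These 3 medians came mainly from replicate 3, where they were 0.28, 0.32 and 0.26. In replicate 1 they were 0.04, -0.02 and -0.03, and in replicate 2 they were 0.06, 0.03 and -0.02. With each library's trend in length and GC content removed, those of replicate 3 were 0.27, 0.35 and 0.21. Without copper replicate 3 the 3 medians were 0.037, -0.0018 and -0.070, and camera called the ribosomal list lower in copper (adjusted p 0.000824). No member of the 3 lists was called when adjusted over the list alone.

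HIF targets had a median of -0.06 with 7 of 30 genes higher. Their camera adjusted p was 0.0535 without the block and 0.00591 with it, the only list whose camera call the block changed. The remaining lists were not called. Their medians were 0.04 for copper handling, -0.0030 for the TCA cycle, -0.0053 for glycolysis, 0.08 for the heat shock response, -0.04 for ATF4 targets, 0.05 for cholesterol synthesis and -0.03 for copper-dependent cell death, with camera adjusted p-values from 0.270 to 0.928. In the blocked fit, 2 copper handling genes and 1 ATF4 target were called when adjusted over the list alone. CUTC, the copper handling gene with the smallest p without the block, was higher by 0.31, 0.34 and 0.32 in replicates 1, 2 and 3. Its blocked adjusted p by edgeR was 0.325 over all genes. Outside metallothioneins, NRF2 targets and glutathione metabolism, the member with the smallest p of each list had an adjusted p of at least 0.804 over all genes without the block.

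**Figure D3:**
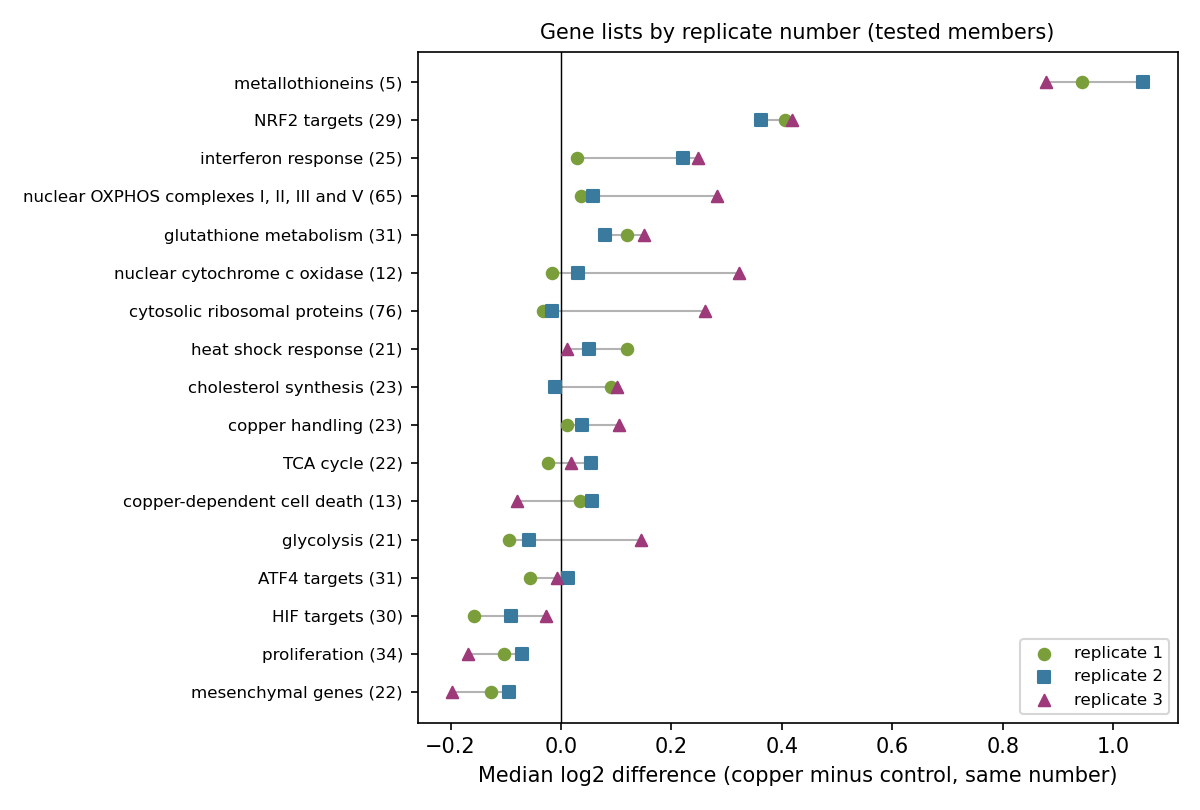
Median log2 difference between copper and control libraries of the same replicate number for 17 gene lists (horizontal axis), with 1 point per replicate number and a line over their range. Metallothioneins and NRF2 targets are higher in all 3 replicates, while the complexes I, II, III and V, cytochrome c oxidase and ribosomal lists reach 0.28, 0.32 and 0.26 in replicate 3.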

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

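The count of genes differing between copper and control was 0 under 13 of 20 alternatives. It was 12 with no filter, 27 with DESeq2, 22 with the replicate block, 110 with the block and the length and GC correction, 35 with a batch term for replicate 3, and 111 in replicates 1 and 2 alone. All 12 genes called without the filter and 18 of the 27 called by DESeq2 were among the 22 called with the block, as were 17 of the 35 and 17 of the 111. The fits that each left out one replicate gave from 0 to 15 genes, with 15 only without copper replicate 3. The batch, length and GC, thinning and replicates 1 and 2 settings were chosen after seeing the data, as were all variants of the blocked fit.

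The blocked count of 22 stayed within 1.5 times under 7 of 14 alternatives. It was 243 with no filter, 58 with DESeq2, 110 with the length and GC correction, and 14 with metallothioneins left out, a setting that removes 3 of the 22 by construction. The 243, 58 and 110 genes each included all 22. Leaving out one pair gave from 74 to 912 genes, all 22 included, with 912 without replicate 3. The same libraries as for the 912 gave 111 genes without the block. Why fewer libraries gave more calls was not tested, and the simulated false calls of the blocked fit (42 beside 191 recovered) limit how far its count can be read.

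NRF2 targets stayed higher and called under all 22 alternatives, with medians from 0.29 to 0.40 and adjusted p from 1.55e-45 to 0.0223. With the block and the estimated correlation together, run outside those 22, they were not called (adjusted p 0.262). Metallothioneins did so under 20 of 21, with medians from 0.32 to 1.15 and adjusted p from 1.41e-28 to 0.0926, and were not called with the estimated correlation (median 1.07). Across all lists and alternatives, 305 results kept direction and call, 28 were weaker, 15 stronger and 25 reversed. The median log2 fold change of all genes was at most 0.032 under any of the scalings.

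With fry and with the estimated correlation, which leave medians as they are, calls were lost for glutathione metabolism (0.142), complexes I, II, III and V (0.124), cytochrome c oxidase (0.108), ribosomal proteins (0.0824), interferon response (0.239), proliferation (-0.104) and mesenchymal genes (-0.176). With no filter, calls were lost for cytochrome c oxidase (0.0949), ribosomal proteins (0.0627) and mesenchymal genes (-0.131). With the block and the length and GC correction they were lost for cytochrome c oxidase (0.105) and ribosomal proteins (0.0452), and with upper-quartile scaling for ribosomal proteins (0.110). In replicates 1 and 2 alone, complexes I, II, III and V (0.0463) and cytochrome c oxidase (0.00189) lost their calls and ribosomal proteins reversed (-0.0261), while glycolysis (-0.0852), HIF targets (-0.120) and heat shock (0.0668) were called. HIF targets were also called with total counts (-0.0344), no filter (-0.0765), limma-voom (-0.0917), the block (-0.0926), the block with length and GC correction (-0.130) and the batch term (-0.0850). The block alone changed no other list call by camera.

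Lists with medians near 0 changed sign. The TCA cycle was at 0.0234 with upper-quartile, 0.0252 with total-count and 0.0196 with thinned counts, and glycolysis at 0.0196, 0.0227 and 0.000468. The first 2 scalings also moved the median of all genes, to 0.028 and 0.032 from 0.0051, about as far as both lists. Copper-dependent cell death was at 0.000343 with total counts and 0.0180 in replicates 1 and 2. CCS was at -0.00482 with the length and GC correction and -0.0702 in replicates 1 and 2. The cause of these changes was not tested further.

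Across the 6 fits that each left out one replicate, medians ranged from -0.0310 to 0.0236 for the TCA cycle, -0.0740 to 0.0446 for glycolysis, -0.0699 to 0.169 for ribosomal proteins, -0.237 to 0.0407 for HIF targets, -0.0328 to 0.0314 for cell death, -0.00180 to 0.175 for cytochrome c oxidase, 0.0375 to 0.176 for complexes I, II, III and V, -0.0707 to 0.172 for heat shock, -0.0328 to 0.0697 for copper handling and -0.0593 to 0.123 for cholesterol synthesis. Medians ranged from 0.0773 to 0.220 for glutathione metabolism and from 0.141 to 0.269 for the interferon response. They ranged from -0.150 to -0.0402 for proliferation and from -0.176 to -0.104 for mesenchymal genes. Glutathione, interferon, proliferation and mesenchymal lists kept their direction and camera call in all 6 fits. CCS ranged from -0.232 to 0.239 and HSPA1A from -0.0707 to 0.288. Several libraries decided these. Without copper replicate 3, ribosomal proteins were called lower at -0.0699 (adjusted p 0.000824), cytochrome c oxidase at -0.00180, complexes I, II, III and V at 0.0375 and not called, and copper handling at -0.0328, while HIF targets (-0.237), glycolysis (-0.0740) and heat shock (0.172) were called. Without copper replicate 1, the TCA cycle (0.014), glycolysis (0.022), HIF targets (0.024) and heat shock (-0.034) changed sign, and without copper replicate 2 the TCA cycle (0.0236) and glycolysis (0.0446). Without control replicate 3, HIF targets were at 0.0407 and heat shock at -0.0707. HIF targets were called without control replicate 1 (-0.140) and control replicate 2 (-0.124), and heat shock without control replicate 2 (0.145). Ribosomal proteins lost their call without control replicate 1 (0.0743) and control replicate 2 (0.0365), and cytochrome c oxidase without control replicate 2 (0.0821) and control replicate 3 (0.115). Without control replicate 1, cholesterol synthesis was at -0.0593.

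Of the named genes, 633 results were unchanged in direction and call, 72 were stronger and 6 reversed. The planned results on genes of mitochondrial DNA, and their alternatives, were not run. The BCV was 15.4% without the block and 9.05% with it. With replicate effects and 3 libraries per group, the unblocked fit recovered 66.5% of simulated 2-fold changes with 0 false calls. The blocked fit recovered 95.5% with 42 false calls, and DESeq2 with the block 91.0% with 11. Smaller changes were not simulated.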

Other observations

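Most tests in this part were chosen after the pattern they address was seen. Those on library depth, length and GC content for NRF2 targets, division rate, gene lists in other splits, the blocked fit in other splits, the recovery of 200 simulated changes and selenium were written before their result was seen.

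Replicate 3 stood apart from replicates 1 and 2 in both groups, and the shift was shared. Across genes, which are not independent replicates, it correlated at 0.65 between copper and control. Of the 3836 genes called, thinning every library to the smallest total left 3725 called genes (3559 shared). This argues against the number of counts alone, but thinning cannot undo a difference in preparation. Removing each library's trend with transcript length and GC content gave 4184 genes (2768 shared), which argues against that trend as the whole cause. PGF, ANGPTL4 and COL13A1, chosen after their values were seen, were higher by 1.97, 2.00 and 1.70 on the log2 scale. The HIF target list was higher in replicate 3 by a median of 0.41 (camera adjusted p 1.46e-07). Heat shock genes were lower by a median of -0.38 (5.4e-07), and ribosomal proteins higher by 0.27 (1.51e-09). With the length and GC trend removed, these medians were 0.42 (1.57e-07), -0.47 (3.42e-08) and 0.21 (1.77e-09), which argues against that trend as their whole cause. No other explanation was tested for them. Complexes I, II, III and V (0.15), cytochrome c oxidase (0.18) and cholesterol synthesis (0.23) were also called higher and stayed called after the removal. Glycolysis went the other way, from 0.16 (0.0290) to 0.095 (0.326), so the trend is not argued against for that list. Slower division cannot be told apart from no change, because the proliferation list had a median of -0.088 with an adjusted p of 0.101. A library or sequencing batch that follows the replicate number stays open, as the labels give no dates.

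Why the filtered edgeR fit called no gene without the block was tested in several ways. The 0 depends on the test and the filter, since DESeq2 called 27 genes and edgeR with no filter 12. An exchange of the replicate 3 labels would make most genes move the opposite way there. Of the 100 genes with the smallest p in replicates 1 and 2 alone, 84 moved the same way in replicate 3, where chance gives 50, so an exchange is argued against. The spread between replicates is a candidate cause. In simulation with replicate effects, the unblocked fit still recovered 133 of 200 2-fold changes, which leaves this open for changes of that number and size. For 22 changes as called with the block, it recovered a median of 2 over 20 simulated data sets, and the blocked fit recovered 22. These changes were modelled on the calls of the blocked fit, so its own recovery says little. The low unblocked recovery shows that few calls can arise with such changes present, but not that the spread is the cause.

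Other splits of the 6 libraries limit what the counts show. The real split gave 0 genes without the block, so all 10 splits into 3 and 3 necessarily gave as many, and that count tests nothing. The number of genes at an unadjusted p under 0.05 was as large as 455 in 5 of the 10 splits, the real one included. The other 4, with 880 to 1898 genes, part only 1 pair and put both replicate 3 libraries on one side, so they measure the shift of replicate 3. Among the 4 splits that part all 3 pairs, the real one had 455 genes and the others 49, 36 and 31. As many as 9 lists were called in 2 of the 10 splits, the second being copper 1, copper 3 and control 3 against the rest, which puts both replicate 3 libraries on one side. Every other split called at least 2 lists. These splits are not free of the treatment, since each sets 2 libraries of one group and 1 of the other against the rest. The NRF2 list passed the threshold in 7 of the 9 other splits, with its smallest adjusted p, 2.25e-22, in the real one. With the block, the real one alone of the 4 splits that part all 3 pairs gave as many as 22 genes, 1 of 4, and the other 3 gave 0. With 3 samples per group none of these shares can fall under 5%, so chance cannot be told apart on the number of splits.

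The rise of metallothioneins and NRF2 targets was held against technical causes. Depth was lower in every copper library. With libraries thinned to one depth, the median of the NRF2 list was 0.323 (camera adjusted p 5.13e-23). Thinning keeps the expected ratios between libraries, so this argues only against the number of counts. A difference in preparation that goes with the lower depth was not tested. With the length and GC trend removed in the blocked fit it was 0.306 (8.65e-18). By replicate, the removal left it at 0.41 and 0.36 in replicates 1 and 2 but lowered it from 0.42 to 0.27 in replicate 3. The trend may thus account for part of the rise in replicate 3. Without genes that have near-identical copies, the 19 remaining NRF2 targets had a median of 0.317 (3.25e-13). The sum over the metallothionein family rose by 1.10 on the log2 scale (blocked adjusted p 0.00274, unblocked 0.0544), which argues against reads only moving between its members. Copper itself, through metal-responsive and oxidative stress transcription, may account for both rises. This remains a hypothesis tested on the data it came from, with a batch between groups untested.

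The copper effect in replicate 3 differed from that in replicates 1 and 2 for 1466 genes, 377 higher and 1089 lower. That test has 2 residual degrees of freedom and takes its spread from replicates 1 and 2 only, so it does not allow for how far any further pair would stray. The shift of copper replicate 3 rose with GC content (Spearman 0.55 across genes) more than that of control replicate 3 (0.20). With the length and GC trend removed, 16 genes were left, as a GC-linked library effect in copper replicate 3 would give. The removal left most of the replicate 3 rise of some lists in place, however. The median went from 0.28 to 0.27 for complexes I, II, III and V and from 0.32 to 0.35 for cytochrome c oxidase. For ribosomal proteins it went from 0.26 to 0.21. The removal was also predicted to bring 4 genes to the level of replicates 1 and 2, and it narrowed their gap without closing it. The gap of replicate 3 kept 51.1% of its size for SLC7A11, 64.7% for ATP7A and 66.5% for GCLM, and SLC30A1 lay between them. None of the 4 differences stayed called, with edgeR adjusted p-values from 0.00656 to 0.0229 before and from 0.121 to 0.228 after the removal. After the removal, 1985 genes were still at an unadjusted p under 0.05, where chance gives 647. As the test does not allow for how far a further pair would stray, this excess does not weigh against the trend. Whether what was left reflects a different response of that culture or another library effect cannot be told apart with 1 pair.

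SELENOW fell by 1.05 on the log2 scale, and was lower in all 3 pairs. Its mRNA is known to fall when selenium is short, and copper may bind selenium. GPX1 and SELENOH, which respond likewise, had a median log2 fold change of -0.117. GPX1 was lower in replicates 1 and 2 (-0.24 and -0.21) and higher in replicate 3 (0.14). SELENOH was lower in all 3 (-0.34, -0.07 and -0.03). Neither gene was called, so less selenium cannot be told apart from no change. The 19 tested selenoproteins other than SELENOW, these genes included, had a median of -0.0023, with 9 higher (camera p 0.786).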
